# Microcurrent-Mediated Modulation of Myofibroblasts for Cardiac Repair and Regeneration

**DOI:** 10.3390/ijms25063268

**Published:** 2024-03-13

**Authors:** Dipthi Bachamanda Somesh, Karsten Jürchott, Thomas Giesel, Thomas Töllner, Alexander Prehn, Jan-Peter Richters, Dragana Kosevic, Jesus Eduardo Rame, Peter Göttel, Johannes Müller

**Keywords:** cardiovascular diseases, cardiac fibroblasts, fibrosis, myofibroblasts, microcurrent

## Abstract

Cardiovascular diseases are a significant cause of illness and death worldwide, often resulting in myofibroblast differentiation, pathological remodeling, and fibrosis, characterized by excessive extracellular matrix protein deposition. Treatment options for cardiac fibrosis that can effectively target myofibroblast activation and ECM deposition are limited, necessitating an unmet need for new therapeutic approaches. In recent years, microcurrent therapy has demonstrated promising therapeutic effects, showcasing its translational potential in cardiac care. This study therefore sought to investigate the effects of microcurrent therapy on cardiac myofibroblasts, aiming to unravel its potential as a treatment for cardiac fibrosis and heart failure. The experimental design involved the differentiation of primary rat cardiac fibroblasts into myofibroblasts. Subsequently, these cells were subjected to microcurrent (MC) treatment at 1 and 2 µA/cm^2^ DC with and without polarity reversal. We then investigated the impact of microcurrent treatment on myofibroblast cell behavior, including protein and gene expression, by performing various assays and analyses comparing them to untreated myofibroblasts and cardiac fibroblasts. The application of microcurrents resulted in distinct transcriptional signatures and improved cellular processes. Gene expression analysis showed alterations in myofibroblast markers, extracellular matrix components, and pro-inflammatory cytokines. These observations show signs of microcurrent-mediated reversal of myofibroblast phenotype, possibly reducing cardiac fibrosis, and providing insights for cardiac tissue repair.

## 1. Introduction

Heart failure is the ultimate fate of patients with cardiovascular diseases. Following heart injury, myocardial infarction, or chronic inflammation, deleterious remodeling of the heart wall ensues which leads to the formation of scar tissue predominantly comprised of myofibroblasts [1,2]. Adult cardiomyocytes (CMs) have little or no ability to regenerate further exacerbating this process [1,2]. Over time, myofibroblasts contribute to excessive collagen deposition, causing the heart to stiffen and leading to a progressive deterioration of heart function and ultimately heart failure [3,4,5]. Therefore, developing effective therapeutic strategies that target myofibroblasts and matrix proteins is of great importance. Current research endeavors aim to replace fibrous tissue with functional cells through regenerative approaches such as cellular therapy, tissue transplantation, biomaterials, and tissue engineering, with their clinical impact still only evolving [6,7,8].

The idea of bioelectricity and the significance of electric fields in biological systems are far from novel. It has been widely applied in various cells, tissue engineering, and regenerative medicine to provide electrical cues for tissue regeneration, cell proliferation, differentiation, or maturation [9,10,11]. In the context of heart failure treatment, electrical stimulation has been explored as a promising therapy to help strengthen and repair damaged heart tissue [12,13]. In vivo studies on rat hearts have shown that electric stimuli regulate the expression of ECM components and their inhibitors, accompanied by a significant decrease in pro-inflammatory cytokines [12,13]. Furthermore, recent studies with a Cardio-microcurrent device concluded that weak constant electrical current application to the heart is not only feasible and safe but also shows promising results in heart function and size [14,15]. Considering these promising outcomes observed with rat cardiomyocytes and preliminary clinical applications, this study specifically aimed to unveil the mechanism by which myofibroblasts respond to electrical stimulation to promote cardiac functional recovery.

Recognizing the central role of myofibroblasts in the cardiac wound-healing process, contributing to tissue remodeling and fibrosis, it is essential to understand the mechanisms and factors that regulate their phenotype, which could, in turn, provide essential insights for adapting their behavior across diverse clinical settings. Consequently, investigating the impact of microcurrent treatment on myofibroblasts is of paramount importance.

Therefore, this study sought to bridge this gap by investigating the effects of electrical microcurrents on cultured myofibroblast cells. By unraveling the intricate cellular and molecular mechanisms, this study aims to establish electrical stimulation as an innovative therapeutic approach for mitigating cardiac fibrosis and promoting tissue repair.

## 2. Results

### 2.1. Myofibroblasts Differentiate from Fibroblasts Efficiently Using a Combination of Low-Serum Medium and Passaging 

Various previously established conditions were explored to investigate the most efficient differentiation strategy for fibroblasts into myofibroblasts. Differentiation efficiency was examined by analyzing the expression of myofibroblast markers such as anti-αSma and anti-Col1a1. qPCR analysis showed that *αSma* and *Col1a1* gene expression was observed in all the differentiation strategies tested, confirming the successful differentiation of CFs to myofibroblast-like cells (Figure 1A). Notably, the P3 + 1% FBS condition, where cells were continuously passaged up to P3 in low-serum medium, exhibited elevated αSma and Col1a1 expression compared to the other conditions (Figure 1A). Therefore, we determined that using a low-serum medium with passaging was an optimal condition for generating myofibroblast-like cells for future studies. This differentiation method was further validated through immunocytology for the markers *α*Sma, Col1a1, and Eda-Fn. We observed that these myofibroblasts displayed clear and bright Col1a1 and Eda-Fn marker expression compared to CFs (Figure 1C). In addition, the cell morphology of CFs changed from round epithelial patterns to elongated, fibrous cells, which was evident in both phase-contrast images and the immunofluorescence staining results (Figure 1B,C). After establishing an efficient in vitro culture system for differentiation, we sought to apply a microcurrent on these differentiated myofibroblasts and explore their effects.

### 2.2. Microcurrent Treatment

The effects of electrical stimulation on cellular proliferation and viability are critical considerations for applying microcurrent stimulation in heart repair. To determine the optimal current density, we applied current densities ranging from 0 to 16 μA/cm^2^ to CFs and monitored the resulting changes in cell viability and morphology. MTS assay showed that CFs remained highly viable after exposure to current densities of 0–8 μA/cm^2^ with no significant difference in viability (Figure 1D). Microscopic analysis revealed that at 0–4 μA/cm^2^ the current did not affect cell viability and showed confluent cell populations, whereas at 8 μA/cm^2^, fewer live cells and many floaters were observed, and at a current density of 16 μA/cm^2^ all the cells in the wells were dead (Figure 1E). Although differences in cell numbers and cell behavior were observed with currents ranging from 0 to 8 μA/cm^2^, these changes did not significantly impact cell viability as seen from the MTS assay. Therefore, for all subsequent experiments, 1 and 2 μA/cm^2^ microcurrents were utilized with and without a polarity reversal using a periodicity of 2000 s (1000 s positive polarity, 1000 s negative polarity).

### 2.3. Microcurrent Treatment Enhances Cell Viability, Restores Calcium Signaling, and Modulates Apoptosis

Next, we investigated the effect of electrical stimulation on myofibroblast behavior. Our results showed that the application of 1 and 2 μA/cm^2^ microcurrents with and without a polarity reversal to myofibroblasts demonstrated improvement in cell viability and was not toxic to the cells. Specifically, we observed that CFs after differentiation to myofibroblasts resulted in lower viability, and when treated with microcurrent, they showed an increase in cell metabolism, as observed with the MTS assay (Figure 2A). In line with the viability studies, the cell growth rate also showed improvement after microcurrent treatment as seen by BrdU incorporation (Figure 2B). In addition, the LDH assay revealed elevated LDH levels in both P2-CF and differentiated myofibroblasts, indicating high cytotoxicity. However, upon treatment of these myofibroblasts with microcurrent, a significant decrease in cellular cytotoxicity was observed irrespective of the microcurrent dose, as determined by a reduction in LDH release (Figure 2C).

Furthermore, our study investigated intracellular calcium expression in the different cell types via fluorescence intensity after cells were stained with Fluo-8, which increases significantly with rising intracellular calcium. The fluorescence intensities in CFs showed robust calcium signaling, while upon differentiation into myofibroblasts, there was a reduction in signaling. Notably, we observed restoration of calcium signaling in myofibroblasts after microcurrent treatment (Figure 2D). Microscopic observations also revealed similar outcomes (Figure 2E).

To further determine myofibroblast behavior before and after microcurrent treatment, we compared the expression levels of caspase 3/7, an essential protein involved in the execution phase of apoptosis. Microscopic observations revealed visible levels of caspase3/7+ (green) cells in myofibroblasts, which were reduced upon treatment with microcurrent. These were quantified to determine the ratio of apoptotic cells to total cells by hybrid cell count using a BZ-9000 fluorescence microscope and analyzer. Typically, in standard untreated cell cultures, 2–5% of cells have detectable levels of caspase-3 activity, and a similar percentage of apoptosis was observed in CFs microscopically. In contrast, untreated myofibroblasts showed a 13.5% higher level of caspase activity, indicating a significant increase in apoptosis compared to CFs. Microcurrent treatment of myofibroblasts led to a reduction in caspase activity (Figure 2F,G).

### 2.4. Microcurrent Treatment Alters the Myofibroblast Phenotype

Further investigating the effect of microcurrent treatment on myofibroblasts, we examined the expression levels of a few markers in the microcurrent-treated cells. Our results reveal that the expression of αSma, a marker of myofibroblast activation, was visibly reduced in microcurrent-treated cells compared to untreated myofibroblasts and healthy CFs. Additionally, microcurrent treatment slightly reduced the expression levels of Col1a1 and Eda-Fn (Figure 3).

### 2.5. Transcriptome Analysis Reveals Unique Gene Expression Signatures and Cellular Responses in Microcurrent-Treated Cells

To expand our understanding of the effects of microcurrent treatment on myofibroblasts, we examined the global transcriptome of these cells using RNA sequencing and subsequent bioinformatics analysis (performed by Eurofins Genomics Europe Shared Services GmbH).

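RNA was sequenced from 8 libraries of rat cardiac cells in 4 groups of 2, namely healthy cardiac fibroblasts (CF), untreated myofibroblasts (MF), and myofibroblasts exposed to direct current at 1 µA/cm2 or 2 µA/cm2 for 72 h. Myofibroblasts are the contractile, matrix-producing cells that fibroblasts turn into after injury, and here they were derived from CFs by passaging in medium with 1% FBS. The sample labels state that the treated cells were kept in standard medium with 10% FBS, whereas the paper's text does not name the medium of the untreated MFs during the 72 h. The authors deposited estimated counts per gene from salmon for 21867 genes, the same counts normalized with DESeq2, and variance stabilised (vst) values on a log2 scale. A further table of whole-number counts for 13341 genes gives no pipeline, and the labels describe STAR alignment in place of salmon. The estimated counts summed to 37903701 and 31880157 in the CF libraries, 27087607 and 26473085 in the MF libraries, 28925937 and 30026696 in the 1 µA libraries, and 30321497 and 31148230 in the 2 µA libraries. For the values given here, the estimated counts were rounded to whole numbers, and 13849 genes passed edgeR's filter on low counts. Libraries were scaled by TMM, and the 4 groups were compared with edgeR's quasi-likelihood test in a single fit, which left 4 residual degrees of freedom. A gene was called at a Benjamini-Hochberg adjusted p below 0.05 and an absolute log2 fold change of at least 1, the paper's own thresholds. The tables list genes by Ensembl ID and do not pair the IDs with gene symbols, so no gene is named and membership in GO terms was not analysed here. With 2 libraries per group, the counts of called genes depend on the spread that the groups share in the fit.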

Principal component analysis (PCA) as a 2D graph shows the variations within and between sample groups. 

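The 1000 genes with the highest variance in the authors' vst values gave a first principal component with 56.7% of the variance and a second with 28.3%. On the first component the CF libraries lay at 36.7 ± 8.76 (SD, n = 2), the MF libraries at -23.2 ± 0.0665 (SD, n = 2) and the 4 treated libraries at -6.77 ± 5.63 (SD, n = 4). The second component placed the treated libraries at -15.0 ± 3.80 (SD, n = 4) and the MF libraries at 21.6 ± 1.07 (SD, n = 2), with the CF libraries at 8.37 ± 6.36 (SD, n = 2). Over the same genes, the Euclidean distance between a treated and an MF library averaged 43.1 and ranged from 39.5 to 45.8 over 8 pairs. Treated and CF libraries were 53.3 apart on average, CF and MF libraries 63.4, and the treated libraries 22.3 among themselves. The 2 CF libraries were 29.9 apart and the 2 MF libraries 13.7. Of all ways to part the 8 libraries into 4 pairs, 3 had pairs at least as tight as the real groups, the real one included (one-sided exact permutation test, p = 0.0286). For the 4 treated against the 2 MF libraries, none of the other splits was as tight as the real one (one-sided exact permutation test over 15 splits, p = 0.0667, the smallest that this design allows), and the same p of 0.0667 was obtained against the 2 CF libraries. All 3 ways to part the 4 treated libraries into pairs were at least as tight as the split by current density (exact permutation test, p = 1). The smallest p that this last test allows is 0.333, so it could not show a separation of the current densities. With the CF and MF pairs kept, these 3 ways are the 3 counted in the test of 4 pairs. Its p of 0.0286 therefore does not speak to a difference between current densities. Leaving out CF replicate 1 changed the shares most, to 45.8% and 38.9%.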

Our data revealed that the myofibroblasts treated with microcurrent displayed a distinct phenotype from untreated myofibroblasts as well as from CFs. The gene expression profiles of microcurrent-treated cells were unique and differed significantly from those of the myofibroblasts (Figure 4A). 

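Between MF and CF, 1438 genes were called, 881 higher and 557 lower in MF. Against MF, 543 genes were called at 1 µA, of which 228 were higher and 315 lower, and 640 at 2 µA, of which 272 were higher and 368 lower. The mean of both treated groups against MF gave 936 genes, 398 higher and 538 lower. Against CF, 901 genes were called at 1 µA and 695 at 2 µA. At an adjusted p below 0.01 with the same fold threshold, the counts were 498 between MF and CF, 44 at 1 µA and 49 at 2 µA against MF, and 253 for the mean of both treated groups against MF. The count between 2 µA and CF moved most with only those 2 groups in the fit, to 2 genes, and that choice gave 1164 genes between 1 µA and MF. Leaving out 1 library moved them too. Except for the mean of both treated groups without a 1 µA library, either replicate of a group gave nearly the same count. A group left with 1 library adds nothing to the spread that the groups share, so these shifts do not single out a library. Without 1 µA replicate 1 or 2, 291 or 285 genes were called at 2 µA against MF, and 608 or 310 for the mean of both treated groups. Without CF replicate 1 or 2, 886 or 883 genes were called at 1 µA and 982 or 985 at 2 µA against MF. Without MF replicate 1 or 2, 490 or 489 genes were called at 1 µA and 346 or 345 at 2 µA against CF, and 439 or 452 at 2 µA against CF without 1 µA replicate 1 or 2. From the PCA, the paper concludes that the profiles of treated cells are unique and differ from those of the myofibroblasts.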

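The 2003 genes called in any of the 6 pairwise comparisons of groups were standardised across the 8 libraries from the vst values and parted by k-means into 6 clusters with 100 random starts. The largest cluster, of 559 genes (27.9%), was lowest in CF, at -1.11 ± 0.416 (SD, n = 2) standard deviations from each gene's mean, highest in MF, at 1.30 ± 0.0110 (SD, n = 2), and between them after microcurrent, at -0.0937 ± 0.155 (SD, n = 4). A cluster of 355 genes (17.7%) was lowest in MF, at -1.40 ± 0.0804 (SD, n = 2), and a cluster of 372 genes (18.6%) was highest in CF. On these 372 genes the treated libraries, at -0.617 ± 0.124 (SD, n = 4), lay below MF too, at -0.182 ± 0.0337 (SD, n = 2). A cluster of 316 genes (15.8%) was lowest in CF, with treated and MF libraries closer to each other. The 2 smallest clusters held genes on which the treated libraries lay beyond both CF and MF, above them for 213 genes (10.6%) and below them for 188 genes (9.39%). With 5 or 7 clusters, or with the genes called by DESeq2, a cluster was again matched to the pattern above both. None was matched to the pattern below both. Clusters were matched to the most alike pattern of group means. A cluster matched to another pattern can still have its treated mean below both, as the cluster of 372 genes does here. Among the 1438 genes called between MF and CF alone, a choice made after seeing the values, no cluster was matched to either. Clusters in which the treated mean lay between those of CF and MF held 61.4% of the genes. That share was 45.5% for the 2532 genes called by DESeq2. The 61.4% counts the cluster of 316 genes, where the treated mean, 0.478 ± 0.272 (SD, n = 4), lay just under the MF mean of 0.511. The share is therefore not a measure of reversal, and it depends on which side of MF such a cluster falls.

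**Figure D1:**
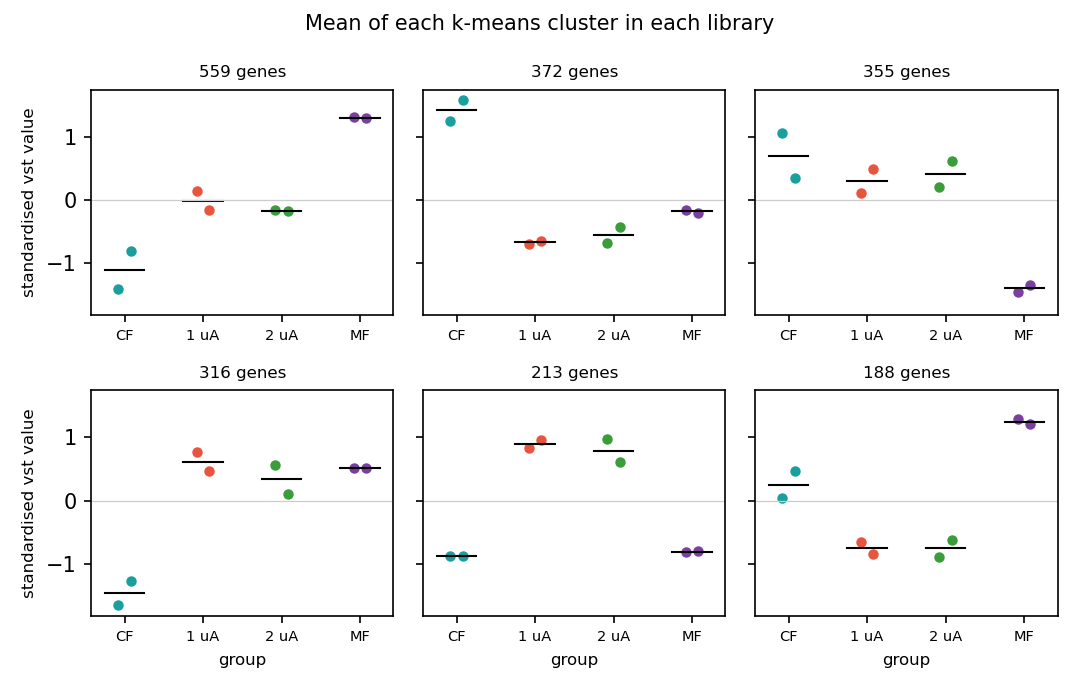
Mean standardised vst value (y axis, standard deviations from each gene's mean) of the genes of each k-means cluster in each library, by group (x axis). Points are the 2 libraries of a group and lines their mean. In the cluster of 559 genes both treated groups lie between CF and MF, and in the cluster of 213 genes they lie above both.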

Next, to determine the functional roles of differentially expressed genes and the biological processes associated with them, we conducted k-means clustering, functional overrepresentation analysis, and gene ontology (GO) analysis. The results indicated that myofibroblasts exhibited upregulation of gene sets associated with immune responses, inflammation, defense mechanisms, and cellular signaling. However, microcurrent treatment was observed to reverse these alterations (Figure 4B). Furthermore, while myofibroblasts showed downregulation of cell cycle processes and DNA replication genes, microcurrent treatment was observed to upregulate these gene sets associated with cell cycle processes and DNA replication, comparable if not similar to the expression patterns observed in CFs. In addition, myofibroblasts showed a slight downregulation of the gene sets associated with muscle function compared to CFs. However, microcurrent treatment did not greatly alter muscle function genes but showed upregulation of cell migration and cellular process-regulation genes. 

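Of the 881 genes higher in MF than CF, 559 fell in the cluster with MF highest and the treated cells between, 258 in the cluster of 316 genes lowest in CF, 52 in the cluster of 188 genes lowest in the treated cells and 12 in the cluster of 213 genes highest in the treated cells. Over the 559 genes, the median log2 fold change of MF against CF was 2.03. Over the 316 genes it was 1.76, and over the 188 genes it was 0.72. The libraries of MF lay above both libraries of CF on the mean of each of these 3 clusters. The genes were called and clustered from these same libraries, so this follows in large part from how they were chosen.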

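Of the 881 genes higher in MF than CF, 783 (88.9%) had a lower mean in the treated cells than in MF. Taken 1 library at a time, from 83.2% to 93.0% of these genes were lower in the 4 treated libraries than in the mean of MF. The treated and CF comparisons share the MF libraries, and 20 sets of simulated counts with the treated groups held at the MF mean gave a share from 55.8% to 63.5%. Picking genes with 1 MF library and measuring them against the other gave 82.5% and 80.6%. Of the 881 genes, 297 were called lower after microcurrent and 10 were called higher still. The median share of the MF against CF difference that was undone was 43.1%, with quartiles of 22.2% and 61.5%. In the simulated counts that median was at most 4.69%, and with the MF libraries parted it was 40.7% and 37.0%. In the mean of both treated groups 363 of the 881 genes were still called above CF, and 261 were so at both current densities. Of the 316 genes in the cluster lowest in CF, 2 were called lower in the treated cells than in MF, with a median log2 fold change of -0.04 between them, and 265 were called above CF. The paper states that microcurrent treatment reversed the higher expression of the immune, inflammatory, defense and signaling gene sets, whose members were not identified here.

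**Figure D2:**
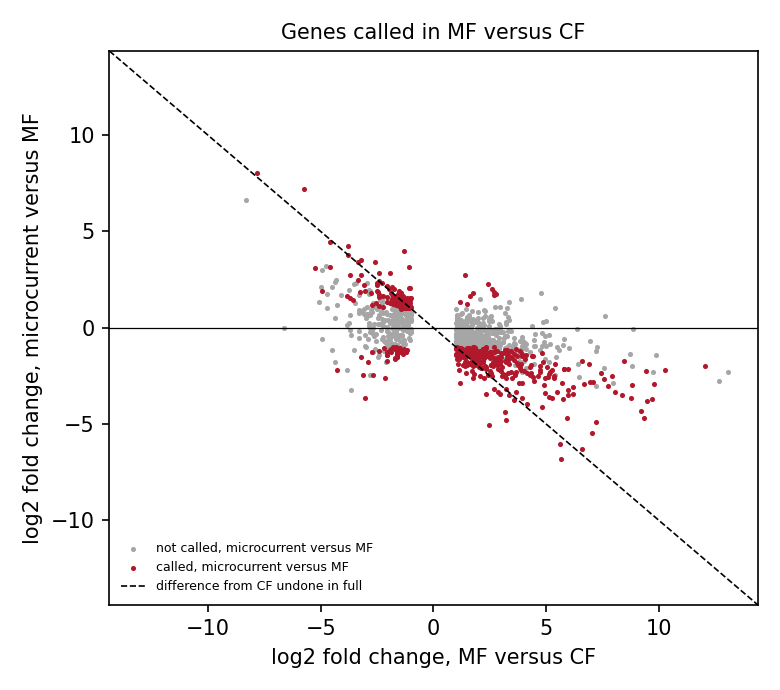
Log2 fold change of the treated cells against MF (y axis) and of MF against CF (x axis) for the 1438 genes called between MF and CF. Red points were also called between the treated cells and MF, and on the dashed line the difference from CF is undone in full. Most genes on the right, higher in MF, lie below 0.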

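Among the 557 genes lower in MF than CF, 422 (75.8%) had a higher mean in the treated cells than in MF, with 74.3% to 77.6% in the single treated libraries. Simulated counts without an effect of the current gave 60.2% to 66.6%, and parting the MF libraries between picking and measuring gave 71.5% and 67.5%. After microcurrent 185 of the genes were called higher and 39 were called lower still. The median share of the difference undone was 62.1%, with quartiles of 2.76% and 85.3%, and was at most 8.75% in the simulated counts. With the MF libraries parted, over 979 and 926 genes picked by fold change alone, this median was 40.8% and 36.4%. In the mean of both treated groups 216 of the 557 genes were still called below CF, and 157 were so at both current densities. The cluster of 355 genes lowest in MF had a median log2 fold change of -1.34 for MF against CF, 1.18 for the treated cells against MF and -0.22 for the treated cells against CF. Of these genes, 209 were called higher in the treated cells than in MF and 8 were called below CF. The genes of this cluster were grouped by the same treated, CF and MF values, so their closeness to CF follows in part from how they were chosen.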

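In the cluster of 372 genes highest in CF, the CF libraries stood at 1.42 ± 0.233 (SD, n = 2) standard deviations from the mean and the MF libraries at -0.182 ± 0.0337 (SD, n = 2). The median log2 fold change of MF against CF over these genes was -1.60, and 234 of them were called lower in MF.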

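Over the 372 genes of the cluster highest in CF, the median log2 fold change of the treated cells was -0.61 against MF and -2.18 against CF. There 68 genes were called lower and 3 higher in the treated cells than in MF. The treated libraries averaged -0.617 ± 0.124 (SD, n = 4) standard deviations from the mean. Of the 398 genes called higher in the treated cells than in MF, 209 were in the cluster of 355 genes lowest in MF and 147 in the cluster of 213 genes highest in the treated cells.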

The results revealed that microcurrent treatment leads to distinct transcriptional signatures in myofibroblasts, which differ from those observed in untreated myofibroblasts.

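Of the 936 genes called in the mean of both treated groups against MF, 531 were also called between MF and CF, and 482 of these moved against their MF change. Of the 936 genes, 224 differed from both MF and CF in the same direction, with 95 above both and 129 below both. Leaving out 1 µA replicate 1 gave 122 such genes and leaving out 1 µA replicate 2 gave 74. Both current densities called 456 genes in the same direction against MF, and no gene in opposite directions. Both comparisons use the same MF libraries, which alone gave correlations of 0.470 to 0.559 between the log2 fold changes in simulated counts. With no MF library in common, the correlation was 0.784 or 0.768, against 0.863 with shared libraries. The overlap of calls that shared libraries alone would give was not computed. Between 2 µA and 1 µA, 1 gene was called and 72 genes had an unadjusted p below 0.05. This gene, ENSRNOG00000009596, was chosen after its values were seen. It had estimated counts of 0 in both 2 µA libraries and 645 and 408 in the 1 µA libraries (adjusted p = 0.0248 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), whereas the table of whole-number counts gave it 2741 and 2960 at 2 µA and 2912 and 2810 at 1 µA.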

### 2.6. Microcurrent Treatment Modulates Gene Expression Profiles in Myofibroblasts

In light of the findings from RNA sequencing, and to obtain a more comprehensive understanding of gene expression profiles, qPCR was performed to validate and quantify the expression levels of specific genes of interest in myofibroblasts before and after microcurrent treatment. The expression patterns of a subset of genes revealed that applying a microcurrent, whether at 1 µA/cm^2^ or 2 µA/cm^2^ DC with or without polarity reversal to myofibroblasts, resulted in alterations in transcription levels compared to untreated myofibroblasts (Figure 4C). Microcurrent treatment led to a reduction in the expression levels of myofibroblast genes, such as *αSma*, *Sm22*, *and Smemb*, accompanied by a reduction in ECM structural components such as *Col1a1*, *Col1a2*, *Lox*, and *Lox1*. With regard to ECM modeling components, microcurrent treatment led to a marked reduction in *Mmp2* and *Mmp9* expression, and a diverse expression pattern of *Timp1* was observed. *Postn* and *Opn* key proteins known to regulate fibrosis were also downregulated after microcurrent treatment. Proinflammatory cytokine genes such as *Tgfß* and *il-6* were reduced following microcurrent treatment, while *Tnfα* showed little to no alterations. Furthermore, a marked decrease in *Igf* and *Pdgfrα* growth factors was observed.

## 3. Materials and Methods

### 3.1. Cell Culture

Primary neonatal cardiac cells and cardiac fibroblasts (CFs) from Wistar Kyoto rats were isolated as previously described [16,17], plated at 10,000 cells per cm^2^ onto dishes (CELLSTAR, Greiner Bio-One, Kremsmünster, Austria) and cultured in high-glucose Dulbecco’s modified eagle medium supplemented with 10% fetal bovine serum (FBS), 100 U/mL penicillin, 100 μg/mL streptomycin (Pen/Strep) (all Thermo Fisher Scientific, Waltham, MA, USA), and incubated at 37 °C and 5% CO_2_ in a humified incubator.

### 3.2. Cardiac Fibroblast to Myofibroblast Differentiation

Previously established differentiation conditions were tested to induce the differentiation of fibroblasts into myofibroblasts. Three different conditions were used: (i) fibroblasts were stimulated with transforming growth factor beta (TGF-β) and Angiotensin (ANG-II) as previously described [18,19]; (ii) fibroblasts were differentiated by passaging where confluent cells were split at a 1:3 ratio and maintained until passage 4 (P4) (P1, P3, and P4), and (iii) differentiation by passaging and starvation using low-serum medium. Confluent cells were split at a 1:3 ratio and maintained in continuous passage until P3 and the standard medium was replaced by a low-serum medium containing high-glucose Dulbecco’s modified eagle medium supplemented with 1% fetal bovine serum (FBS), 100 U/mL penicillin, and 100 μg/mL streptomycin (Pen/Strep). Differentiation was determined by qPCR analysis for genes alpha-smooth muscle actin (*αSma*), collagen type I alpha 1 (*Col1a1*). Cell morphology was assessed by microscopy and immunocytology for markers such as alpha-smooth muscle actin (anti-αSma antibody), collagen type I alpha 1 (anti-Col1a1 antibody), and fibronectin isoform ED-A (anti-Eda-Fn antibody).

### 3.3. Microcurrent Equipment and Treatment

The microcurrent equipment was designed with a specially adapted cover for a 24-well cell culture plate. The cover contains 24 Platinum/Iridium electrode pairs mounted on a circuit board (Supplementary Figure S1). Each electrode connects to a control unit with its dedicated constant current source for well configuration, allowing you to adjust electrical current in 0.1 µA/cm^2^ direct current (DC) increments and select polarity. To monitor the electrical values, the current and voltage of each well can be measured and logged.

To determine the optimal microcurrent dosage, cardiac fibroblasts were subjected to current dosages ranging from 0 to 16 µA/cm^2^ DC, and cell viability was assessed. Subsequently, to initiate microcurrent treatment, differentiated myofibroblast cells were plated at a density of 50,000 cells per well on gelatin-coated 24-well dishes (Corning CoStar, VWR). The following day, microcurrent was applied via the electrodes placed directly in the cell culture medium. Electric current was applied as 1 µA/cm^2^ DC, 2 µA/cm^2^ DC, 1 µA/cm^2^ DC with 1000 s polarity reversal, or 2 µA/cm^2^ DC with 1000 s polarity reversal for 72 h each. Medium change was performed every 24 h. In this study, cardiac fibroblasts (CFs) function as the control group, representing healthy cells, while myofibroblasts (MFs) serve as the baseline control, representing the diseased state.

### 3.4. Cell Behavior

(i). MTS assay

Cell viability was analyzed using the CellTiter 96 AQueous non-Radioactive Cell Proliferation Assay (Promega) a 3-(4,5-dimethylthiazol-2-yl)-5-(3-carboxymethoxyphenyl)-2-(4-sulfophenyl)-2H-tetrazolium (MTS) assay. Cells were incubated for 4 h according to the manufacturer’s instructions with tetrazolium compound MTS and an electron coupling reagent phenazine methosulfate (PMS), and the color reaction in the presence of viable cells was measured at 490 nm using the Anthos HT II plate reader (Anthos Mikrosysteme GmbH, Friesoythe, Lower Saxony, Germany).

(ii). BrdU Proliferation assay

Cell growth was analyzed using the BrdU Cell Proliferation ELISA Kit (Sigma Aldrich, St. Louis, MO, USA). To determine cell growth, cells were initially incubated with BrdU labeling reagent for 2 h followed by subsequent fixation and incubation with anti-BrdU antibody solution according to the manufacturer’s instructions. The absorbance of the samples was measured at 370 nm (reference wavelength 492 nm) using a SpectraMax Mini plate reader (Molecular Devices, San Jose, CA, USA).

(iii). LDH cytotoxicity assay

Determination of cellular cytotoxicity and cell necrosis was performed using the CyQUANT™ LDH Cytotoxicity Assay Kit (Thermo Fisher Scientific, Waltham, MA, USA). Supernatants from CFs, myofibroblasts, and microcurrent-treated cells were treated according to the manufacturer’s instructions and absorbance was measured at 490 nm and 680 nm using the Anthos HT II plate reader (Anthos Mikrosysteme GmbH, Lower Saxony). To determine LDH activity, the 680 nm absorbance value (background signal) was subtracted from the 490 nm absorbance value.

(iv). Calcium analysis

For the detection of intracellular calcium CFs, myofibroblasts and microcurrent-treated cells were stained with Fluo-8 AM (Abcam) and incubated at 37 °C for 30 min according to the manufacturer’s instructions. The fluorescence intensities were detected using a Tecan Infinite 200 Pro Fluorescence plate reader. Fluorescence images were obtained using a BZ-9000 fluorescence microscope (Keyence, Osaka, Japan).

(v). Caspase3/7 activity assay

Caspase 3/7 activity in cells was analyzed by CellEvent Caspase ReadyProbe (Invitrogen, Thermo Fisher Scientific, Waltham, MA, USA). Caspase reagent was added to the cells and incubated for 1 h according to the manufacturer’s instructions. Next, cells were stained with NucBlu Live ReadyProbes Reagent (Hoechst 33342) (Thermo Fisher Scientific, Waltham, MA, USA) to stain cell nuclei. Fluorescence images were acquired, and the ratio of apoptotic cells to total cells was determined by hybrid cell count using the BZ-9000 fluorescence microscope (Keyence, Osaka, Japan) and analyzer.

### 3.5. Immunocytology of Adherent Cells and Fluorescence Microscopy 

At indicated time points, cells were fixed with 4% PFA (paraformaldehyde) (Carl Roth) and incubated in permeabilization and blocking buffer (0.25% Triton X 100 and 5% BSA in Dulbecco’s phosphate-buffered saline). After that, cells were incubated with primary antibodies overnight at 4 °C and with secondary antibodies for 2 h at room temperature in the dark (Table 1). Finally, cells were stained with DAPI (Life Technologies, Thermo Fisher Scientific, Waltham, MA, USA) for nuclei staining. Fluorescence images were acquired using the BZ-9000 fluorescence microscope (Keyence). Differentiation was determined by markers such as alpha-smooth muscle actin (αSma), collagen type I alpha 1 (Col1a1), and fibronectin isoform ED-A (Eda-Fn).

### 3.6. RNA Isolation, RNA Sequencing, and Bioinformatics Analysis

Total RNA was extracted using an RNeasy mini kit (Qiagen, Hilden, Germany) and reverse-transcribed using the SuperScript III First-Strand Synthesis System (Invitrogen by Life Technologies/Thermo Fisher Scientific). Genomic DNA was removed with DNAse I (Sigma-Aldrich). RNA quantity and quality were assessed, and RNA sequencing was performed by Eurofins Genomics. The quality of raw data was controlled with FastQC v0.11.9. Reads from the fastq files were aligned to the rat transcriptome (rn6) using salmon (version 1.4.0) and the pre-calculated transcriptome index from refgenie (refgenomes.databio.org). All further data processing and analysis steps were completed in R (version 4.2.1). Raw counts were imported and summarized to counts per gene using tximeta (version 1.14.1). Data were normalized and further processed with DESeq2 (version 1.36.0). Variances were calculated for each gene across all samples, and the 1000 genes with the highest variance were used for a principal component analysis. Differentially expressed genes between two groups were determined after fitting models of negative binomial distributions to the count data. Raw *p*-values were adjusted for multiple testing using a false discovery rate (fdr). Genes with significant differential expression were selected by an adjusted *p*-value below 0.05 and a minimal absolute log_2_-fold change of one. Differentially expressed genes were subjected to K-means-clustering with 100 random start sets to avoid local minima, and over-representations of genes within these clusters in terms of the gene ontology system were determined with the topGO package (version 2.48.0) using the classical Fisher test with all annotated genes in the data set as background.

### 3.7. Reverse Transcription-Quantitative PCR 

For reverse transcription-quantitative PCR (RT-qPCR), reactions were prepared by combining cDNA samples (0.125 ng/µL reaction) with gene-specific primers (0.4 µM) and the PowerTrack SYBR Green Master Mix (Thermo Fisher Scientific). qPCR analyses were performed using the peqSTAR 96Q (Peqlab) with the following PCR program: initial denaturation (95 °C, 10 min), annealing, and extension (40 cycles: 95 °C, 15 s; 60 °C, 30 s; and 72 °C 30 s), with a melting curve program. Relative gene expression levels were determined utilizing the ΔΔCt method. ΔΔCt values were calculated by subtracting the ΔCt of each cell type from the ΔCt of cardiac fibroblasts (CFs), chosen as the reference sample for their representation of the healthy state. This approach facilitates a specific evaluation of microcurrent effects on myofibroblasts (MFs) within the cardiac fibrosis context, elucidating alterations in gene expression. *Gapdh* (Glyceraldehyde 3-phosphate dehydrogenase) and *β-Act* (beta-Actin) served as reference genes. Primers were synthesized by Eurofins Genomics (Table 2).

### 3.8. Statistical Analysis

Statistical analyses were performed using GraphPad Prism version 9.0 (GraphPad Software Inc., San Diego, CA, USA) employing a one-way ANOVA with the Kruskal-Wallis test, followed by Dunn’s multiple comparison tests to assess statistical significance among different treatment groups. In order to assess the impact of the microcurrent treatment, the mean of each microcurrent treatment group and cardiac fibroblasts were compared to the mean of MFs (myofibroblasts) in the baseline control group. All results are presented as mean ± standard deviation (SD). The number of replicates is given in the figure legends. *p*-values smaller than 0.05 were considered statistically significant. *p*-values for only significant results are shown.

## 4. Discussion 

In this study, we explored the therapeutic benefits of microcurrent treatment for heart injury. One of the main issues contributing to impaired heart function in the diseased heart is the loss of CMs and excessive myofibroblast formation [4]. Consequently, electrostimulating myofibroblasts emerges as a promising therapeutic approach as it targets a crucial cell type involved in the fibrotic response and impaired cardiac function during the wound-healing process. Given that cells naturally generate electrical signals as part of their physiological process, we believe microcurrent treatment can modulate this endogenous bioelectricity and enhance cellular functions to promote tissue repair and regeneration. Notably, to the best of our knowledge, this is the first report on the impact of a weak constant direct electrical current on the transcriptional regulation of cardiac myofibroblasts, expanding the current understanding of electrical stimulation in cardiology. To date, electrical stimulation studies on cardiology have focused on fibroblast cell migration in the context of wound healing or conductive biomaterials to promote CM maturation and reprogramming, or muscle contractions, overlooking its impact on myofibroblasts [20,21].

Our study of microcurrent treatment on cardiac myofibroblasts unveiled several interesting findings. Microcurrent stimulation demonstrated the ability to improve cell viability, reduce cellular cytotoxicity, and modulate apoptosis activation. These observations highlight the potential of microcurrent stimulation to promote a favorable cellular response. Excessive myofibroblast activation, often associated with cardiac fibrosis, detrimentally affects adjacent cells and tissues, potentially triggering cell death and increased cytotoxicity [22]. Furthermore, research indicates the involvement of diverse cell types in fibrotic progression, revealing a complex network of cellular interactions and highlighting a high degree of interconnectedness [23]. Investigating the impact of myofibroblasts on these parameters is, therefore, crucial for understanding their intricate role in cardiac health and disease. Additionally, calcium signaling, known for its vital role in heart health and pathological conditions, introduces another layer of complexity [24]. Although our study acknowledged the influence of microcurrent treatment on calcium signaling, suggesting a restorative effect of calcium signaling in myofibroblasts, it did not make significant progress in unraveling its complexities due to the involvement of numerous receptors, transporters, and ion channels. Nevertheless, the observed positive impact on calcium signaling indicates a promising avenue for further exploration.

Building on these promising results, our exploration was extended to uncover additional insights into the molecular mechanisms influenced by microcurrent treatment on cardiac myofibroblasts. Microcurrent treatment demonstrated a remarkable ability to effectively prevent myofibroblast differentiation, reduce collagen marker expression, and suppress the stabilization of the myofibroblast phenotype. These processes reveal the therapeutic potential of microcurrent treatment to disrupt the fibrotic cascade and attenuate the pathological processes associated with excessive collagen deposition in cardiac tissue. Excessive ECM deposition in cardiac tissue is a characteristic feature of cardiac fibrosis and myofibroblast phenotype [25]. Interestingly, a decrease in collagen marker expression and additional myofibroblast markers and genes such as *aSma*, *Sm22*, and *Smemb* [26,27,28] in myofibroblasts after microcurrent treatment was observed. Notably, consistent with previous findings [29], the expression of *Mmp’s* was low in CFs but elevated in myofibroblasts during the process of remodeling; however, microcurrent treatment resulted in a reduction in *Mmp* expression and activity. It is also worth noting that the expression of *Tgf-β*, a key player in fibroblast differentiation to myofibroblasts, collagen regulation, and the development of fibrosis [5,30,31,32], was decreased after microcurrent treatment. This aligns with previous research on spontaneously hypertensive rats (SHRs) [13], indicating a potential mechanism through which microcurrent therapy prevents myofibroblast differentiation, modulates behavior, and reduces inflammation and fibrosis. Several studies demonstrate the downregulation of α-*Sma* in cultured differentiated myofibroblasts in response to a variety of factors, like TGFβ1 antagonists, growth factors, and matrix compliance [33]. While the reversal of myofibroblasts has not been previously documented, our investigation introduces a novel aspect by demonstrating that microcurrent treatment not only achieves downregulation of α-Sma but also has the potential for the reversal of myofibroblasts, highlighting the transformative effects of this therapy on cardiac fibrosis.

Electrical stimulation can have diverse effects on cells, such as facilitating myofibroblast differentiation for wound healing [34,35,36] or increasing cell proliferation and altering ECM components [20,36,37]. The different outcomes can be attributed to several factors, such as differences in the cell types studied and the current form. Our research specifically examined differentiated myofibroblasts, as opposed to the more commonly studied fibroblasts. Furthermore, significant gene expression variations occurred with polarity reversal during the experiment, highlighting the impact of electric current type and intensity on gene modulation. Several clinical studies on microcurrents over the years have shown that applying polarity reversal to various wounds led to accelerated healing or regeneration [38,39]. However, further investigation is needed to unravel the complex interplay between electric current and the molecular pathways that regulate myofibroblasts.

Further investigation into the global transcriptome analysis highlights the distinct gene expression profiles and functional roles, suggesting that microcurrent treatment can influence myofibroblast behavior. This modulation involves the downregulation of immune responses, inflammation, and defense mechanisms indicating an anti-inflammatory effect, while promoting cell cycle processes and morphogenesis, indicating that microcurrent treatment may influence tissue repair. It is well-established that in healing infarcts, suppressing pro-fibrotic pathways is crucial for preventing uncontrolled fibrosis [5]. Notably, microcurrent treatment was observed to reverse these alterations associated with the active phase of tissue healing that contributes to fibrosis, suggesting anti-fibrotic and anti-inflammatory effects. Furthermore, acknowledging the heterogeneity of the myofibroblast population at different stages of wound healing provides insight into the gene expression profiles of specific gene sets. The downregulation of gene sets related to cell cycle processes and DNA replication genes can be attributed to the characteristics of fully differentiated myofibroblasts. These cells are typically in a contractile and differentiated state rather than actively proliferating [40].

Considering the broader context, our exploration into the effects of microcurrent therapy on cardiac myofibroblasts aligns with recent discoveries in a 3D-engineered cardiac tissue model investigating the impact of Cardiac Contractility Modulation (CCM) on heart function, wherein non-excitatory electrical stimulations were applied [41]. Microcurrent therapy shows promise in disrupting the fibrotic cascade linked to excessive collagen deposition in cardiac tissue as observed in our findings. Similarly, the CCM study demonstrates potential, unveiling stronger contractions, heightened calcium activity mirroring our observations, and influencing the expression of genes associated with heart failure. Together, these findings contribute to a more comprehensive understanding of electrical stimulation therapies for heart-related conditions.

Furthermore, it is important to note that devices for electrical stimulation of organs with a weak constant electrical current are in clinical testing and have shown promising results [14,15]. There is, however, a dire need to understand the underlying mechanisms of how cells behave upon electrical stimulation. We believe our study, combined with these existing human studies [14,15], contributes significantly to the understanding of microcurrent therapy for cardiac care. Additionally, findings from prior studies with CMs [12,13] along with our current study demonstrate that microcurrent treatment not only exerts a positive influence on the gene expression patterns of myofibroblasts but also promotes CM proliferation. These collective findings emphasize the transformative and regenerative potential of microcurrent treatment in addressing cardiac conditions, eliminating the need for cell transplantation or gene delivery. Nevertheless, one must be aware of the limited understanding of the physiological and cellular network. Although the heart consists of several cell types, most in vitro studies (including ours) focus solely on individual, isolated cell types and fail to reveal the physiological interaction between the different cells. A deeper understanding of these interactions and their contributions to the healing process is critical for developing new strategies to treat heart diseases and injuries.

## 5. Conclusions

Microcurrent stimulation shows promise for cardiac therapy, offering profound insights into its capacity to actively modulate cardiac fibrosis and promote tissue regeneration. Microcurrent treatment demonstrated the ability to reduce collagen deposition, suppress the stabilization of the myofibroblast phenotype, and even reverse myofibroblasts, eliciting anti-fibrotic and anti-inflammatory effects. Furthermore, it resulted in distinct transcriptional signatures and improved cellular processes like cell viability and intercellular calcium signaling. These promising outcomes have been supported by encouraging preliminary clinical applications, further highlighting the translational potential of microcurrent therapy in advancing cardiac care. Our study serves as a pivotal milestone, paving the way for future research.

## Figures and Tables

**Figure 1:**
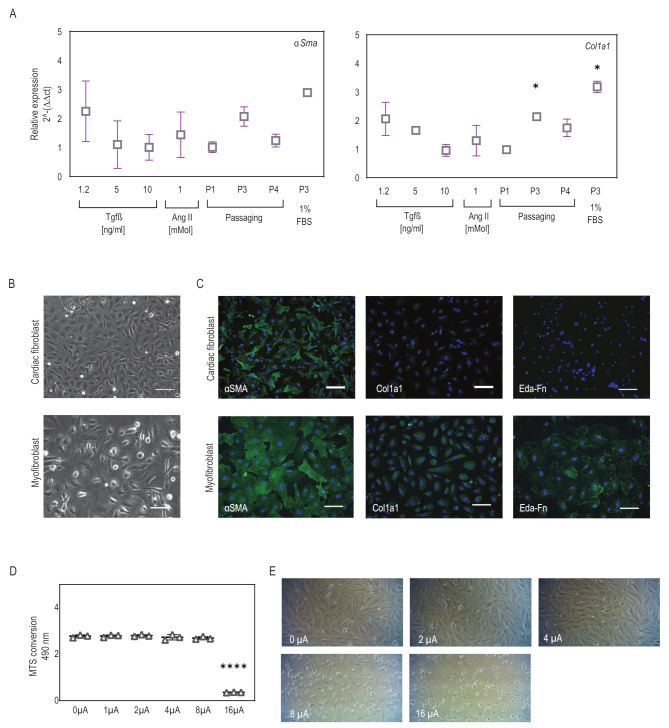
**Myofibroblasts differentiate and microcurrent treatment setup.** (**A**) Expression of myofibroblast markers *αSma* and *Col1a1* was observed in all conditions, indicating successful differentiation. Slightly higher expression was observed in the P3 + 1% FBS condition. Plot graphs present replicates and mean ± SD (*n* = 2–5). * *p* < 0.03. (**B**) Phase-contrast images reveal elongated and spread morphology upon differentiation to myofibroblasts. (**C**) Immunofluorescence staining for the myofibroblast markers αSma, Cola1a1, and Eda-Fn (green) comparing cardiac fibroblasts to differentiated myofibroblasts (P3 + 1% FBS condition). DAPI (blue) marks cell nuclei. Scale bars, 100 µm. (**D**,**E**) Cell viability assay for cardiac cells subjected to microcurrent application ranging from 0 to 16 µA/cm^2^ direct current. (**D**) The plot graph shows the effect of current densities on cell viability. Plot graphs present replicates and mean ± SD (*n* = 3). ns < 0.1, **** *p* < 0.0001. (**E**) The representative phase-contrast images display variations in cell density and instances of cell detachment and floating cells across the varying current densities.

**Figure 2:**
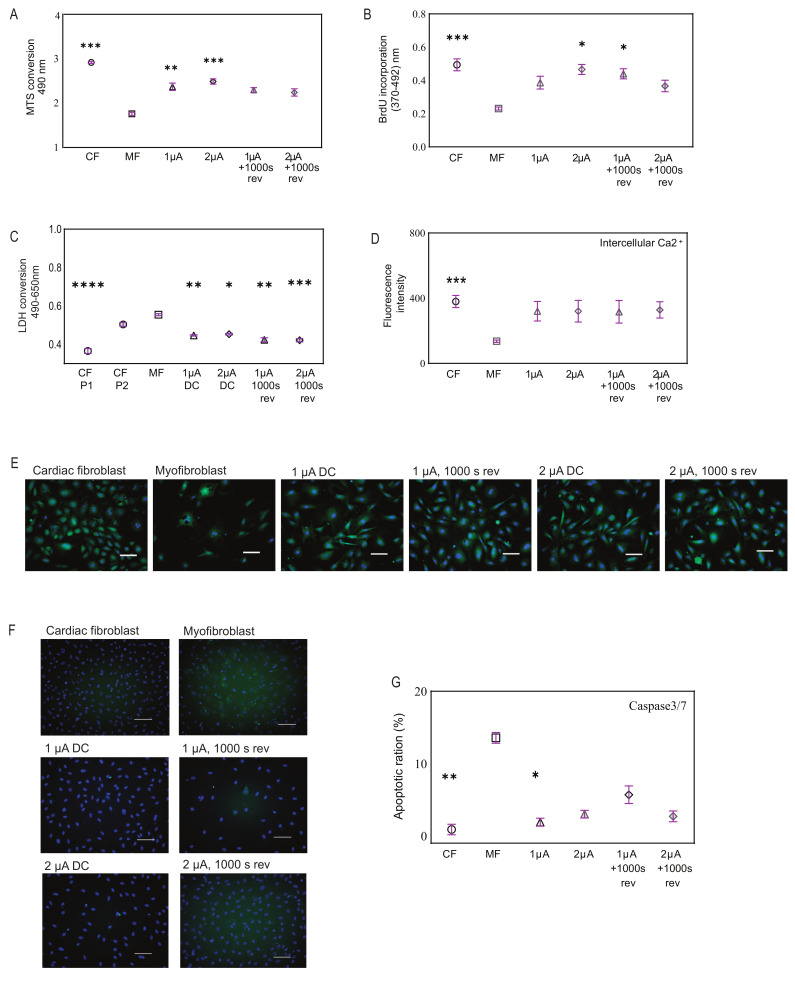
**Effects of microcurrent treatment on cellular processes.** (**A**) Cell viability for microcurrent-treated cells, comparing them to myofibroblasts and cardiac fibroblasts using MTS assay, (*n* = 6–12). (**B**) Cell growth was determined by measuring BrdU incorporation in the cell types. (**C**) Cellular cytotoxicity was assessed for microcurrent-treated cells, comparing them to myofibroblasts and cardiac fibroblasts using LHD assay, (*n* = 4–10). (**D**) The graph shows intercellular calcium signaling observed in all cell types but visibly low in untreated myofibroblasts. (**E**) Representative fluorescence images show intercellular calcium levels in cardiac fibroblasts, myofibroblasts, and microcurrent-treated cells (green) after staining the cells with Fluo-8 AM, a fluorescent labeling reagent. NucBlu (blue) marks cell nuclei. Scale bars, 100 µm. (**F**) Fluorescence images show apoptotic cells as determined by staining cardiac fibroblasts, myofibroblasts, and microcurrent-treated cells for Caspase3/7 (green). NucBlu (blue) marks cell nuclei. Scale bars, 100 µm. (**G**) The representative bar graph shows the percentage of apoptotic cells as determined by image cytometry, (*n* = 5). All Plot graphs represent replicates and mean ± SD. ns *<* 0.1, * *p* < 0.03, ** *p* < 0.002. *** *p* < 0.0002, **** *p* < 0.0001.

**Figure 3:**
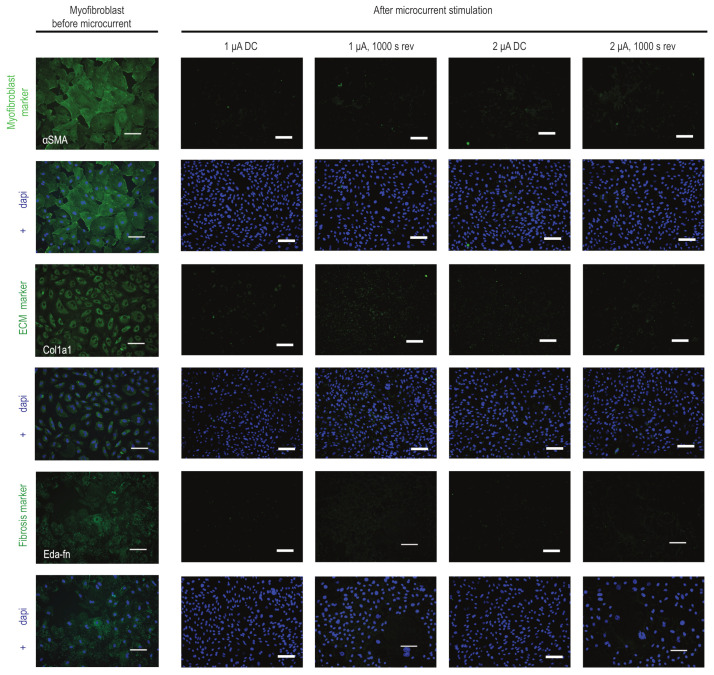
**Influence of microcurrent stimulation on myofibroblast phenotype.** Immunofluorescence staining for αSma, Cola1a1, and Eda-Fn (green) in myofibroblasts before and after microcurrent treatment with 1 μA/cm^2^ direct current (1 µA), 2 μA/cm^2^ direct current (2 µA), 1 μA/cm^2^ direct current + 1000 s polarity reversal (1 µA, 1000 s rev), and 2 μA/cm^2^ direct current + 1000 s polarity reversal (2 µA, 1000 s rev). After microcurrent treatment, a reduction in αSma-positive stress fibers and a reduction in the expression patterns of Cola1a1 and Eda-Fn markers in myofibroblasts were observed. DAPI (blue) marks cell nuclei. Scale bars, 100 µm. Colored images show a single channel for the markers (green) and merged images with DAPI (blue).

**Figure 4:**
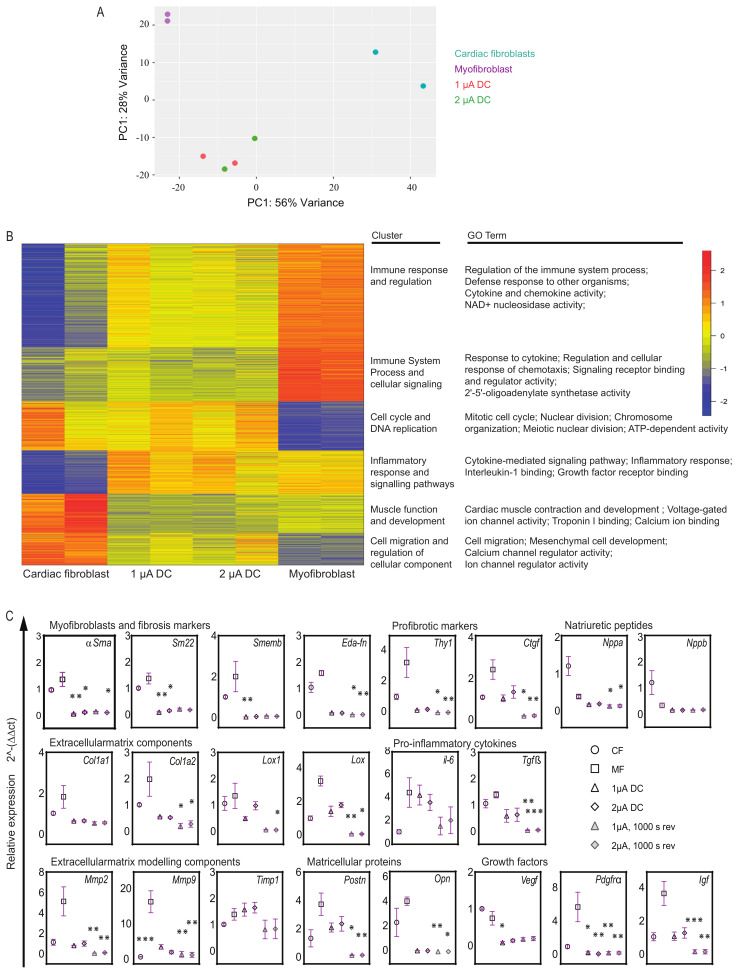
**Transcriptome analysis in microcurrent-treated cells.** (**A**) Principal component analysis of gene expression data generated by RNA sequencing from four sample groups: (1) healthy cardiac fibroblasts (CFs); (2) 1 μA/cm^2^ direct current microcurrent treated myofibroblasts (1 μA), (3) 2 μA/cm^2^ direct current microcurrent-treated myofibroblasts (2 μA), and (4) untreated myofibroblasts (MFs) (baseline control) (*n* = 2 for each sample group). The 2D principal component analysis plot presents the intra- and intergroup relationships by showing the first two principal components (PCs) that account for the majority of variation between samples. (**B**) K-means clustering and functional overrepresentation analysis of significant differentially expressed genes. The results are depicted as a heatmap with 6 clusters and a table listing their functional roles and gene ontology (GO) terms. They are selected from the top 25 terms with significant gene enrichment for each of the six k-means clusters. (**C**) Relative gene expression levels of myofibroblast markers, fibrosis markers, ECM structure and modeling components, natriuretic peptides, proinflammatory cytokines, matricellular proteins, and growth factors are shown for cardiac fibroblasts (CFs), untreated myofibroblasts (MFs) and microcurrent-treated myofibroblasts (1 μA direct current, 2 μA direct current, 1 μA direct current +1000 s polarity reversal and 2 μA direct current + 1000 s polarity reversal). Relative gene expression levels were quantified using the ∆ct method and normalized to three reference genes (*Gapdh* and *β-Act*). All plot graphs present replicates and mean ± SD (*n* = 3–6). ns *<* 0.1, * *p* < 0.03, ** *p* < 0.002, *** *p* < 0.001.

**Table 1:** Immunofluorescence staining antibody details.

Immunogen, Conjugate	Host	Dilution Factor	Product Details
Primary antibodies			
α-SMA (Anti-α smooth muscle)	Mouse	1:200	A2547, Sigma Aldrich
Col1a1 (Anti-Collagen Type I)	Rabbit	1:200	234167, Sigma Aldrich
Eda-Fn (Anti-Fibronectin (EDA))	Mouse	1:200	AG-20B-6001PF-C100 AdipoGen
Secondary antibodies			
Donkey anti-Mouse IgG, Alexa Fluor 488	Donkey	1:1000	A-21202, Invitrogen
Donkey anti-Rabbit IgG, Alexa Fluor 488	Donkey	1:1000	A-21206, Invitrogen

**Table 2:** Reverse transcription-quantitative PCR primer sequences.

Gene	Forward Primer 5′ → 3′	Reverse Primer 5′ → 3′
*αSma*	ACCTTCAATGTCCCTGCCATGTA	ACGAAGGAATAGCCACGCTCA
*ßAct*	GGACCTGACAGACTACCTCA	GTTGCCAATAGTGATGACCT
*Col1a1*	CCCTAATGGTGAGACGTGGA	CTTGGGTCCCTCGACTCCTA
*Col1a2*	CAGCTCCACTCTCACCTG	CAAGCCGGGAGAAAGGG
*Ctgf*	TGACCTGGAGGAAAACATTAAGA	AGCCCTGTATGTCTTCACACTG
*Eda-fn*	GGCAAGTTTCCAGGTACAGG	GCAAGGCAACCACACTGACT
*Gapdh*	AGACAGCCGCATCTTCTTGT	CTTGCCGTGGGTAGAGTCAT
*Igf*	ATCCGGCGAGGCAATAACAT	ACGGATGTGGTCGTTTTCCA
*Il-6*	CCGGAGAGGAGACTTCACAG	ACAGTGCATCATCGCTGTTC
*Lox*	GGCACCGACCTGGATATGGCACC	CGGTGAAATGGTGCAGCCTGAGG
*Lox1*	CGTCGTTACTCGGCATAGCCT	CCATGCTGTGGTAATGTTGGTG
*Mmp2*	ATCTGGTGTCTCCCTTACGG	GTGCAGTGATGTCCGACAAC
*Mmp9*	CTTCGAGGGCCACTCCTACT	CAGTGACGTCGGCTCGAGT
*Nppa*	CAGGGCCTCAAGGCACTTTT	GGTGGTCTAGCAGGTTCTTGAAA
*Nppb*	CAGCTCTCAAAGGACCAAGG	CGGTCTATCTTCTGCCCAAA
*Opn*	GAAGCCAGCCAAGGTAAGC	CACTGCCAGTCTCATGGTTG
*Postn*	ACACGGCATGGTTATTCCTTC	GAAGTCTTGGATGGAGGTGC
*Pdgfr-α*	AGGCTTGGGGCTCACTTTTT	CTCGGCCCTGTGAGGAGA
*Sm22*	AAGCAGATGGAACAGGTGGC	TGCCCAAAGCCATTACAGTCC
*SMemb*	GTGAAGCCTCTCCTCCAAGTG	TCCGTTCCATCTCCTCAAGTTC
*Tgf-ß*	AACATGCACACCCCCAAGAT	CAGGGCCTCAAGGCACTTTT
*Timp1*	ACGCTAGAGCAGATACCACG	AGCGTCGAATCCTTTGAGCA
*Thy1*	TCCTGCTTTCAGTCTTGCAG	TCATGCTGGATGGGCAAGTT
*Vegf*	GCCCTGAGTCAAGAGGACAG	CAGGCTCCTGATTCTTCCAG

## Data Availability

All data supporting the conclusions of this article are included within the article in the main text or the Supplementary Materials. RNA sequencing data sets are available via the NCBI Gene Expression Omnibus GSE238154.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms25063268/s1.

# Supplementary material for: Microcurrent-Mediated Modulation of Myofibroblasts for Cardiac Repair and Regeneration
**Source:** Int J Mol Sci. 2024 Mar 13;25(6):3268. doi: 10.3390/ijms25063268
**Supplement:** Supplementary file 1

GEO accession number: GSE238154

Reviewer link: <https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE238154>

Reviewer token: czsncyiufrodtqt

How the deposited data were processed for this re-analysis (not part of the article)

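Gene expression was measured by RNA sequencing in 8 libraries of rat cardiac cells, 2 each of cardiac fibroblasts (CF), untreated myofibroblasts (MF) and myofibroblasts treated with direct current at 1 µA/cm2 or 2 µA/cm2 for 72 h. Conditions and replicate numbers were taken from the sample labels and the legend of Figure 4A. All per-sample columns of the 4 tables were used.

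The authors deposited estimated counts per gene, made with salmon on the rn6 transcriptome and summarized to genes with tximeta, for 21867 genes of which 4674 are at 0 in all libraries. From these the authors made a table of normalized values, held here as a signal, in which each estimated count is divided by a DESeq2 factor that differs between genes and libraries, and a table of variance stabilised (vst) values on a log2 scale. The authors also deposited a matrix of whole-number counts for 13341 genes, each with a sum of at least 80 counts. The text does not name how this matrix was made, and the labels describe fastp and STAR. The 2 count tables share 11878 gene IDs.

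Total estimated counts ranged from 26473085 to 37903701 per library. Differences between replicates were larger than sampling noise in each group, with a chi-square per gene from 16.9 in MF to 119 in CF, so no library was treated as a copy of another. The common biological coefficient of variation was 18.4%.

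Estimated counts were rounded to whole numbers and tested with edgeR 4.0.16 (limma 3.58.1) in R 4.3.3, using filterByExpr, TMM scaling, robust dispersion estimates and the quasi-likelihood F test with 1 coefficient per group over all 8 libraries. There were 13849 genes tested in 7 comparisons. Genes were called at a Benjamini-Hochberg adjusted p below 0.05 and an absolute log2 fold change of at least 1. The standard error was taken as the log2 fold change divided by the square root of the F statistic. Principal components and distances used the 1000 most variable genes of the authors' vst table, and k-means used 6 clusters, 100 random starts and random seed 1. Separation of groups was tested by exact permutation over all splits. Python 3.11.15 and matplotlib 3.10.9 were used for the figures.

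The fit was tested on simulated counts of 13849 genes with 200 of them changed. It called 188 (94.0%) of the changed genes in the right direction and 9 unchanged genes. The changed genes were picked among well counted ones and moved by more than the fold threshold, with the same spread in all groups. That share therefore does not give the power for smaller changes, low counts or groups that differ in spread. To find what the shared MF libraries give without any effect of the current, 20 sets of counts were simulated with the treated groups at the MF mean.

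Before the data were examined, the alternatives were fixed as DESeq2 1.42.0, RLE and upper quartile scaling, no filter or at least 10 counts in every library, the matrix of whole-number counts, only the groups compared in the fit, a replicate block, other thresholds, 500 or all genes and log2 CPM (prior count 2) for the principal components, split MF libraries for the reversal, 5 or 7 clusters, and leaving out each library. Transcript length offsets recovered from the authors' tables, leaving out genes with an estimated count of 0 in one library and at least 50 in a like library, clustering the genes called between MF and CF alone, and a replicate block with only the treated groups in the fit were chosen after seeing the data. So were the 8 patterns of group means to which clusters were matched.

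Tests on hand-written gene sets, and the rule for named genes (the genes of Figure 4C and Table 2, the 5 largest and 5 smallest fold changes with a symbol, and at most 3 genes per set), were planned before the data were examined and not run. They need gene symbols, and the tables and the RefSeq gene table used here (assembly GRCr8) do not pair symbols with the Ensembl IDs, none of which matched. The gene IDs printed were therefore chosen after their values were seen. GC content and gene length were not analysed here.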

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

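The test of ENSRNOG00000009596 was chosen after its counts had been seen.

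ENSRNOG00000009596 was the only gene called between 2 µA and 1 µA in the estimated counts (adjusted p = 0.0248 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), which marks a difference between the responses to the current densities. Its estimated counts were 0 in both 2 µA libraries and from 408 to 1173 in the other 6 libraries. In the matrix of whole-number counts its mean count at 2 µA was 0.996 of that at 1 µA, and no gene was called there between 2 µA and 1 µA, where 73 genes had an unadjusted p below 0.05. A candidate explanation is that salmon assigned the reads of this gene elsewhere in the 2 µA libraries. Estimates of 0 beside at least 50 counts in a like library occurred in 57 genes, of which 36 are in the matrix. For these 36 genes, 60 of the 64 values estimated as 0 (93.8%) were at least 10 in the matrix. Which of the estimates is right was not tested, and an effect of the current density on the transcripts of this gene stays open.

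The matrix of whole-number counts lists 1463 gene IDs that are not in the estimated counts behind the paper's analysis. Among the 1462 tested, 118 were called between MF and CF, 74 higher and 44 lower, and 79 between the treated cells and MF, 38 higher and 41 lower. This is a signal in genes outside the analysed table. The share called between MF and CF was 8.07%, against 10.1% of the shared genes. The median count of those called between MF and CF was 177, under the 497 of all shared genes tested, so low counts may play a part. The difference in annotation between the tables was not tested, and a change between MF and CF in these genes stays open.

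Among the 4 treated libraries, none of 6 measures (the first and second principal components, total, genes detected, share of the 10 most abundant genes and scaling factor) had a library far enough from the others to be marked by Dixon's test.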

How the results depend on the processing

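The cause of the changes below was not tested. In the alternatives run for the reversal (the gene count matrix, DESeq2, the replicate block, each current density alone, split MF libraries, each library left out and transcript length offsets), most genes still moved back toward CF. The reversal was not recomputed under the other scalings, filters, thresholds and choices of groups. The counts of called genes stayed within 1.5 times under RLE and upper quartile scaling, no filter, the replicate block and transcript length offsets (chosen after seeing the data).

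DESeq2 called 939 genes at 1 µA against MF, 1034 at 2 µA against MF, 1075 at 2 µA against CF and 7 between 2 µA and 1 µA. With only the groups compared in the fit, 1164 genes were called at 1 µA against MF, 485 at 1 µA against CF, 2 at 2 µA against CF and 0 between the current densities (83 at an unadjusted p below 0.05), and 27 differed from both MF and CF in one direction. At an adjusted p below 0.05 alone, 2560 genes were called between MF and CF, 968 at 1 µA and 1097 at 2 µA against MF, and 2077 for the mean of both against MF, and 464 differed from both. At an adjusted p below 0.01 with the fold threshold, the counts were 498 between MF and CF, 44 and 49 at 1 µA and 2 µA against MF, 253 for their mean, 234 and 129 at 1 µA and 2 µA against CF, 0 between the current densities and 40 from both. The 1 gene called between 2 µA and 1 µA, of 72 with an unadjusted p below 0.05, was lost with at least 10 counts in every library, in the gene count matrix and without the all-or-none genes (0 in each, the last chosen after seeing the data, with 49, 73 and 63 genes at an unadjusted p below 0.05). The filter of 10 counts takes this gene out before any test, because its estimated counts were 0 in both 2 µA libraries. Its loss there was thus fixed in advance. Leaving out all-or-none genes is aimed at such counts too, so the informative setting is the gene count matrix.

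Leaving out 1 library gave 1106 to 1453 genes between MF and CF, 613 to 886 at 1 µA and 285 to 985 at 2 µA against MF, 310 to 1101 for their mean, 489 to 979 at 1 µA and 345 to 452 at 2 µA against CF, 0 in each of the 4 fits between the current densities (58 to 130 genes at an unadjusted p below 0.05), and 74 to 291 from both. The lowest counts came without 1 µA replicate 2 for 2 µA and the mean against MF and for the genes that differed from both, and without MF replicate 2 against CF. For 2 µA against MF and for both current densities against CF, leaving out the other replicate of that group gave nearly the same count. No call was made where an arm of the comparison kept 1 library. The mean of both treated groups kept 3 libraries when a treated library was left out, but the group that lost it then rested on 1. The first principal component held 45.8% to 62.1% of the variance over the 8 fits and the second 21.4% to 38.9%, and the first held 47.0% with all genes. The share of genes higher in MF that fell after microcurrent was 86.4% to 90.4% over the 8 fits, and that of genes lower in MF that rose was 75.04% to 76.3%.

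With split MF libraries, these shares were 82.5% and 80.6% for the genes higher in MF and 71.5% and 67.5% for those lower in MF. The median share of the difference undone was then 40.7% and 37.0% for the former and 40.8% and 36.4% for the latter, against 43.1% and 62.1% with shared MF libraries. The share of genes lower in MF that rose was 78.8% in the gene count matrix, 77.4% at 2 µA alone and 74.1% with the replicate block. Clusters with the treated mean between CF and MF held 51.6% of genes with 5 clusters, 45.5% with DESeq2 and 74.5% for the genes called between MF and CF (chosen after seeing the data). The separation of groups kept its side of 0.05, at an exact permutation p of 0.0286 with all genes and 0.0190 with log2 CPM.

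The labels do not say that the replicate numbers pair the libraries, and the correlations of same-numbered deviations over the 6 pairs of groups ran from -0.17 to 0.24. The only one over 0.1 was the 0.24 between 1 µA and 2 µA, the groups of the comparison between current densities. With a replicate block and only the treated groups in the fit, which was chosen after seeing the data and left 1 residual degree of freedom, 3 genes were called between 2 µA and 1 µA, all lower at 2 µA, and 238 had an unadjusted p below 0.05. With the replicate block over all 4 groups, 1279 genes were called between MF and CF, 379 at 1 µA against MF, 485 at 2 µA against MF, 821 for their mean, 807 and 610 at 1 µA and 2 µA against CF, and 1 between the current densities.

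Tests of gene sets and of named genes and their alternatives were not run. Thinning all libraries to the smallest total moved none of the 7 counts by 1.5 times, with 1436 genes between MF and CF, so library size did not set them.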

Differences from the paper's values

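The shares of genes in the clusters of Figure 4B were read by eye from the heights of its heatmap, and clusters were matched to 8 patterns of group means chosen after seeing the data. The share of genes higher in MF with the treated cells near CF is about 17% in Fig. 4B, read by eye, against 0 of the 2003 clustered genes here. It was 12.8% with 5 clusters and 11.5% with the genes called by DESeq2, both within 1.5 times of the paper's value, and 8.59% with 7 clusters, which was not. For genes higher in CF with the treated cells near MF, the paper's share is about 12% in Fig. 4B, read by eye, and was 18.6% here. With 5 clusters it was 20.0%, with 7 clusters 22.5% and with DESeq2 18.4%, so none of the alternatives set before the data were examined closed the gap. For genes lower in MF with the treated cells between, the paper's share is about 10% in Fig. 4B, read by eye, and was 0 here and under all 3 of those alternatives. Clustering the 1438 genes called between MF and CF alone, which was chosen after seeing the values, gave 16.9%, 12.0% and 9.11% for these 3 patterns. The paper does not name the comparisons whose genes it clustered, so whether the gaps come from the choice of genes is open.

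Figure 4B shows no cluster in which CF and MF are alike and the treated cells are higher. Here a cluster of 213 genes (10.6%) had that pattern. Clusters matched to it held 15.6% of the genes with 5 clusters, 10.4% with 7 clusters and 9.64% with the genes called by DESeq2. With the 1438 genes called between MF and CF alone, chosen after seeing the values, the share was 0. Of the 213 genes, 12 were called higher and 6 lower in MF than CF. That choice of genes therefore leaves out most of the pattern, without fixing a share of 0 in advance. Figure 4B likewise shows no cluster with the treated cells below both CF and MF. Here a cluster of 188 genes (9.39%) was matched to that pattern. No cluster matched it with 5 or 7 clusters, with DESeq2 or with the 1438 genes. These matches do not exclude such genes, because a cluster matched to another pattern can have its treated mean below both. The cluster of 372 genes higher in CF is such a case, at -0.617 in the treated cells against -0.182 in MF.

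The paper states that microcurrent reversed the higher expression of immune, inflammatory, defense and signaling gene sets in myofibroblasts. Membership in these sets was not analysed here. Over all genes, 363 of the 881 genes higher in MF than CF were still called above CF in the mean of both treated groups.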

Other observations

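Of the tests below, the ratio of the responses to the current densities, the test of the medium and that of the abundant genes were chosen after the values were seen.

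The responses to 1 µA and 2 µA were correlated. Across 13849 genes, which are not independent replicates, the log2 fold changes against MF had a correlation of 0.863. Simulated counts without an effect of the current gave 0.470 to 0.559, because both comparisons use the same MF libraries. With no MF library in common, the correlation was 0.784 or 0.768, which argues against the shared libraries as the whole cause. Over the 936 genes called in the mean of both treated groups, the median ratio of the 2 µA to the 1 µA log2 fold change was 1.03, with quartiles of 0.919 and 1.14. A response proportional to the current density would give a ratio near 2. A response that has levelled off by 1 µA may be one explanation. Another is a difference common to both treated groups other than the current. The labels place the treated cells in medium with 10% FBS after differentiation in 1% FBS, and no group separates the medium, the electrodes and the current. Of the 531 genes called both between MF and CF and between the treated cells and MF, 482 moved back toward CF, a group kept in 10% FBS. Both current and medium could give this, and they cannot be told apart in this design. A difference in medium is possible rather than recorded, since the paper does not name the medium of the untreated MFs during the 72 h.

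The 72 genes with an unadjusted p below 0.05 between 2 µA and 1 µA are 0.520% of the 13849 tested, where p-values spread evenly would give 5%. With only these 2 groups in the fit the number was 83 of 13436 genes (0.618%). With a replicate block in that fit, chosen after seeing the data, it was 238 (1.77%). Each of these shares is under the even one, and the low count of calls does not show that the current densities act alike. The treated libraries were as far apart within a current density, at 20.1 for 1 µA and 28.3 for 2 µA, as between them, at 21.4 on average. The closest pair, 15.7 apart, was replicate 1 of 1 µA and replicate 1 of 2 µA, whereas the replicates 2 were 22.5 apart, so a difference shared by same-numbered treated libraries was not excluded.

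Selection of genes for an extreme MF value does not by itself give the reversal, since with parted MF libraries the share lower after microcurrent was at least 80.6% for the genes higher in MF, and the share higher was at least 67.5% for the genes lower in MF. With parted libraries, genes without any effect would be as often above as below. The 67.5% lies just above the 66.6% that was the highest among 20 simulations with shared MF libraries.

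Library size did not account for the larger number of genes called between MF and CF in the fit of all 4 groups, because thinning all libraries to the smallest total left 1436 genes there, against 557 at 1 µA and 636 at 2 µA against MF. The larger number itself depended on the fit. With only the groups compared in the fit, 1137 genes were called between MF and CF, 1164 at 1 µA and 839 at 2 µA against MF.

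The 10 most abundant genes held 12.6 ± 0.426% of the estimated counts in CF (SD, n = 2), 8.53 ± 0.480% in MF (SD, n = 2), 10.6 ± 0.0509% at 1 µA (SD, n = 2) and 10.6 ± 0.149% at 2 µA (SD, n = 2). The 2 most abundant, ENSRNOG00000003897 and ENSRNOG00000011292, were chosen after their values were seen. The log2 fold change of ENSRNOG00000003897 was -1.03 (standard error 0.172, adjusted p = 0.0118 from edgeR's quasi-likelihood test) for MF against CF and 0.73 (standard error 0.153, adjusted p = 0.0254) for the treated cells against MF. ENSRNOG00000011292 had -1.05 (standard error 0.170, adjusted p = 0.0104 from the same edgeR test) and 0.75 (standard error 0.151, adjusted p = 0.0228). All 4 treated libraries lay above both MF libraries for each gene. Scaling by total counts in place of TMM shifted the median log2 fold change of all genes by 0.0255, far less than these changes, which argues against composition as the cause. Leaving the 10 most abundant genes out of the scaling moved nothing and decided nothing. The names of these genes are not paired with the IDs in the tables, and a role of current or medium stays open.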
